A study of Homo sapiens with 30 samples. Its data were reported in "miR-200c-3p, miR-222-5p, and miR-512-3p Constitute a Biomarker Signature of Sorafenib Effectiveness in Advanced Hepatocellular Carcinoma" (2022).

How the data were processed

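HepG2, an established human liver cancer cell line, was transfected with an oligonucleotide that blocks or imitates a microRNA (miRNA) and treated, 24 h after transfection, with sorafenib at 10 µM or with its solvent dimethyl sulfoxide (DMSO). Sorafenib is a multikinase inhibitor given in advanced hepatocellular carcinoma. The messenger RNA of 30 cultures was measured with QuantSeq 3′ FWD libraries, which read 1 fragment near the 3′ end of each transcript. Libraries were made from 350 ng of RNA with 15 to 19 PCR cycles and sequenced for 65 cycles.

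The authors trimmed the reads, aligned them with STAR to GRCh38 under modified ENCODE settings, and counted them per gene with HTSeq-count in the Bluebee QuantSeq pipeline; versions, the annotation release, the handling of strand and any use of molecular identifiers are not stated. The deposited count table therefore holds raw read counts per Ensembl gene, with 1 column per library. The authors also deposited a normalised signal table, in which each count is divided by 1 size factor per library. Recomputed from the counts, these factors were the DESeq2 median-ratio factors of the 6 libraries of each transfection taken apart from the others. The largest difference between the deposited normalised signal and that recomputation was 5e-04. Its values are thus not on 1 scale across transfections, and all comparisons here start from the raw counts.

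The count table held 60199 lines, of which 60107 were genes and 92 named no gene and were left out; these 92 held 3 counts over all libraries. Of the gene identifiers, 56104 matched a symbol, and the unmatched ones held 0.11% of the counts. A count was seen for 25347 genes. All 30 columns were assigned to a sample from the labels. Gene positions, symbols and 3′ untranslated regions (UTRs) came from GENCODE release 44 on GRCh38, which may differ from the release used for counting.

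The total count per library was 3940000 to 9660000 (median 6460000). A count of 0 therefore allows a level of up to 0.311 to 0.762 CPM (counts in each 1000000 of a library), taking 3 counts as the upper limit. No molecular identifiers are stated, so PCR copies are not independent molecules, and limits and intervals of this kind cover counting error only. Over the 30 pairs of replicates within a group, the chi-square per degree of freedom across genes with at least 20 counts was 4.5 to 66.2, where counting error alone gives about 1. The tests of single genes below use the spread between replicates, while seed statistics, Fisher's exact tests and bootstrap intervals are taken across genes.

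Samples fell into 10 groups of 3. The 6 h experiment held the inhibitor control (IC) and the inhibitor of miR-200c-3p (I200c), each with DMSO or sorafenib. The 24 h experiment held the mimic control (MC) and the mimics of miR-222-5p (M222) and miR-512-3p (M512), each with DMSO or sorafenib. Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, on TMM-scaled counts with 1 coefficient per group, after the edgeR filter on low counts. The 12 libraries of 6 h and the 18 of 24 h were fitted apart, as were the 12 transfection-control libraries for the effect of time. Tests were two-sided, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The standard error (SE) of a log2 fold change is its size divided by the square root of F. Genes tested numbered 12738 at 6 h, 13244 at 24 h and 12500 in the controls, with a common biological coefficient of variation of 0.241, 0.356 and 0.259. Levels of single genes are TMM-scaled CPM with the SD over 3 replicates, while family totals use CPM of the total counts.

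The comparisons were sorafenib against DMSO in each of the 5 transfections, each oligonucleotide against its control in DMSO and in sorafenib, the interaction of each oligonucleotide with sorafenib, and the interaction of time with sorafenib. The study took as miRNA targets the genes that passed a mean normalised count of 30 and a log2 fold change of 0.5 with the oligonucleotide and not in its control. Its text does not state the contrast, and sorafenib against DMSO within each transfection was assumed, as the scaling of the normalised table by transfection would allow. These cut-offs were applied here too, and the genes they gave were followed into the interaction test. Genes named in the study's text formed 1 list per oligonucleotide, with ZEB1 and ZEB2 added to that of miR-200c-3p as known targets.

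Mature miRNAs are too short for these libraries, so the transfections were checked through seed sites. A site is the 7-base complement of miRNA bases 2 to 8, with miRNA sequences from general knowledge: CAGTATT for miR-200c-3p, CTACTGA for miR-222-5p and CAGCACT for miR-512-3p. For each 7-base word in at least 100 UTRs, the seed statistic, an unequal-variance t of Welch's form, compared log2 fold changes, adjusted for UTR length and GC share, between genes with and without it. The empirical p is the share of all such words with an absolute statistic as large. The longest annotated 3′ UTR of each gene was used, available for 18955 genes (median 1247 nt).

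The 10 gene sets covered metallothioneins, mitochondrial ribosomal proteins, genes encoded in mitochondrial DNA, respiratory complex I, cholesterol synthesis, the integrated stress and unfolded protein response, G2/M, NRF2 targets, core autophagy and interferon response. The 4 families were taken by the start of the symbol, which admits antisense and divergent transcripts with such symbols, and symbols of pseudogenes were removed. Sets were tested in 11 contrasts with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, and again with fry and with the correlation estimated. Adjustment was over all pairs of set and contrast.

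Genes named outside the lists are, for each of the 15 contrasts, the called gene with the largest rise and that with the largest fall, among genes with a symbol and a mean normalised count over 30 and, for contrasts of a pair of groups, no overlap between replicates. The comparisons, the main test, the gene lists and sets, the naming rule and the alternatives were fixed before the data were examined, except where the text says otherwise.

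The alternatives were median-ratio factors or total counts in place of TMM, no filter on low counts or a mean count over 30, the replicate number as a block, only the groups of a contrast in the fit, the Wald test of DESeq2 1.42.0, the study cut-offs as a further threshold, each library left out in turn, and, for sites and sets, other forms of the test. DESeq2 on the 6 libraries of each transfection was added after seeing the data, since the deposited factors showed that scaling. Replicate numbers might mark shared days, which the labels do not state. Deviations of same-numbered libraries from their group means were correlated across genes for 21 pairs of groups, and r was -0.12 to 0.219 over the 63 pairs of libraries. Only MC_DMSO and M222_DMSO had r over 0.1 in every pair (0.151, 0.157 and 0.138), so the blocked value is given beside that comparison.

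The procedure was tested on simulated counts with 200 changed genes at a log2 change of 1.5. The sorafenib contrast recovered 87% of them at 6 h (12438 genes tested) and 67.5% at 24 h (12869 genes), and the interaction 57% and 35.5%. Of the calls in the sorafenib contrast, 5.9% at 6 h and 6.9% at 24 h were genes that had not been changed. Another 20 simulations kept the observed effects of transfection and drug and had no interaction. A 7-base word and a gene set with a planted shift each ranked 1 at both times. The study's miRNA profiling, cell assays, xenografts and patient samples were not analysed here.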

Results

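Messenger RNA was measured in 30 libraries of HepG2 cells, in 10 groups of 3 replicates. Cells carried an inhibitor control (IC), an inhibitor of miR-200c-3p (I200c), a mimic control (MC), or a mimic of miR-222-5p (M222) or miR-512-3p (M512), and received DMSO or sorafenib for 6 h (IC and I200c) or 24 h (MC, M222 and M512). The total count per library was 3940000 to 9660000, with the lowest group mean in IC_DMSO (4360000 ± 512000, SD, n = 3). Between 13252 and 16812 genes had a count in a library. The correlation of log-scaled counts across genes between replicates of a group was 0.884 to 0.981. Mitochondrial genes held 17.5% to 26.8% of the counts, and the 10 most abundant genes held 17.4% to 24.7%.

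The mature miRNAs are not seen by these libraries, so whether each oligonucleotide acted was asked through genes with its seed site in the 3′ UTR. In DMSO, 1276 of 11187 genes had the site of miR-222-5p (CTACTGA). Their mean log2 fold change in M222 against MC differed from that of the others by -0.17 (seed statistic across genes -9.29, empirical p 0.000126 among 15890 words). Only TACTGAA (-9.51), which overlaps the site by 6 bases, had a lower statistic. In sorafenib the same site had the lowest statistic of all words (-9.34, difference -0.18, empirical p 6.29e-05, the smallest these words can give). The 2819 genes with the site of miR-512-3p (CAGCACT) were lower in M512 than in MC, by -0.06 in DMSO (statistic -4.50, empirical p 0.000566) and -0.09 in sorafenib (-5.74, empirical p 0.000126). For miR-200c-3p (CAGTATT, 2228 of 10996 genes), an inhibitor would raise genes with the site, and no shift was detected in DMSO (statistic -0.42, empirical p 0.67) or sorafenib (0.01, empirical p 0.996). Without adjustment for UTR length and GC share, the statistic of miR-200c-3p in sorafenib moved most, to -3.60 (empirical p 0.106). Leaving out 1 library moved it between -2.27, without I200c_sorafenib replicate 1 (empirical p 0.0354), and 2.36, without I200c_sorafenib replicate 3. The 4 mimic statistics stayed between -8.71 and -3.25 when 1 library was left out. Genes share UTR words and are not independent replicates.

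**Figure D1:**
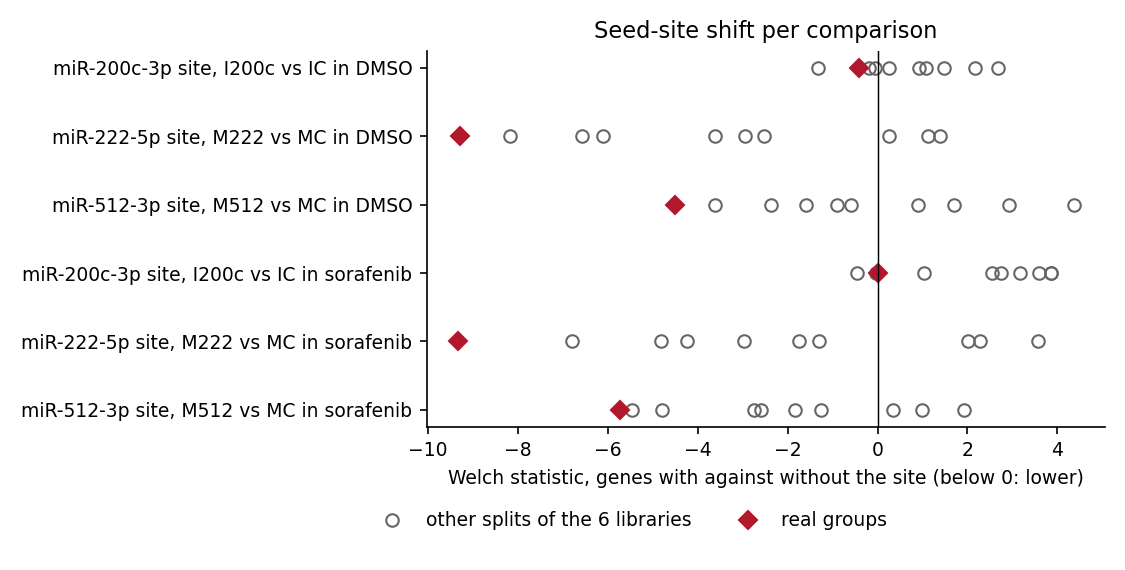
Seed statistic of log2 fold changes between genes with and without the seed site (horizontal axis, no unit) for each miRNA and comparison; diamonds are the real groups and circles the 9 other splits of the same 6 libraries into 3 and 3. The 4 mimic comparisons, from -9.34 to -4.50, lie farther from 0 than each of their other splits, and the 2 inhibitor comparisons (-0.42 and 0.01) do not.

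The effect of sorafenib was tested within each transfection. At 6 h, sorafenib changed 5 genes in IC (4 higher, 1 lower) and 291 in I200c (116 higher, 175 lower), of 12738 tested by edgeR. At an unadjusted p under 0.05 there were 481 genes in IC and 1945 in I200c, where 637 come by chance. At 24 h it changed 344 genes in MC (239 higher, 105 lower), 580 in M222 (373 and 207) and 1319 in M512 (707 and 612), of 13244 tested. Of the alternatives, the absence of a filter on low counts moved IC most, to 62 genes, and DESeq2 moved MC most, to 714. Single libraries moved these counts too. In IC the count was 0 without IC_DMSO replicate 1 and 17 without IC_DMSO replicate 2. In I200c it was 129 without I200c_sorafenib replicate 2 and 503 without I200c_DMSO replicate 2. In MC it was 112 without MC_DMSO replicate 3 and 602 without MC_sorafenib replicate 2, in M222 204 without M222_DMSO replicate 3, and in M512 760 without M512_DMSO replicate 2. The direction of change also depended on scaling. With total counts in place of TMM, the median of all genes moved by -0.11 in MC, -0.11 in M222 and -0.19 in M512, and the share of called genes that were higher moved from 69.5% to 50.1% in MC, from 64.3% to 47.9% in M222 and from 53.6% to 29.9% in M512. Directions below are relative to the TMM scale.

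**Figure D2:**
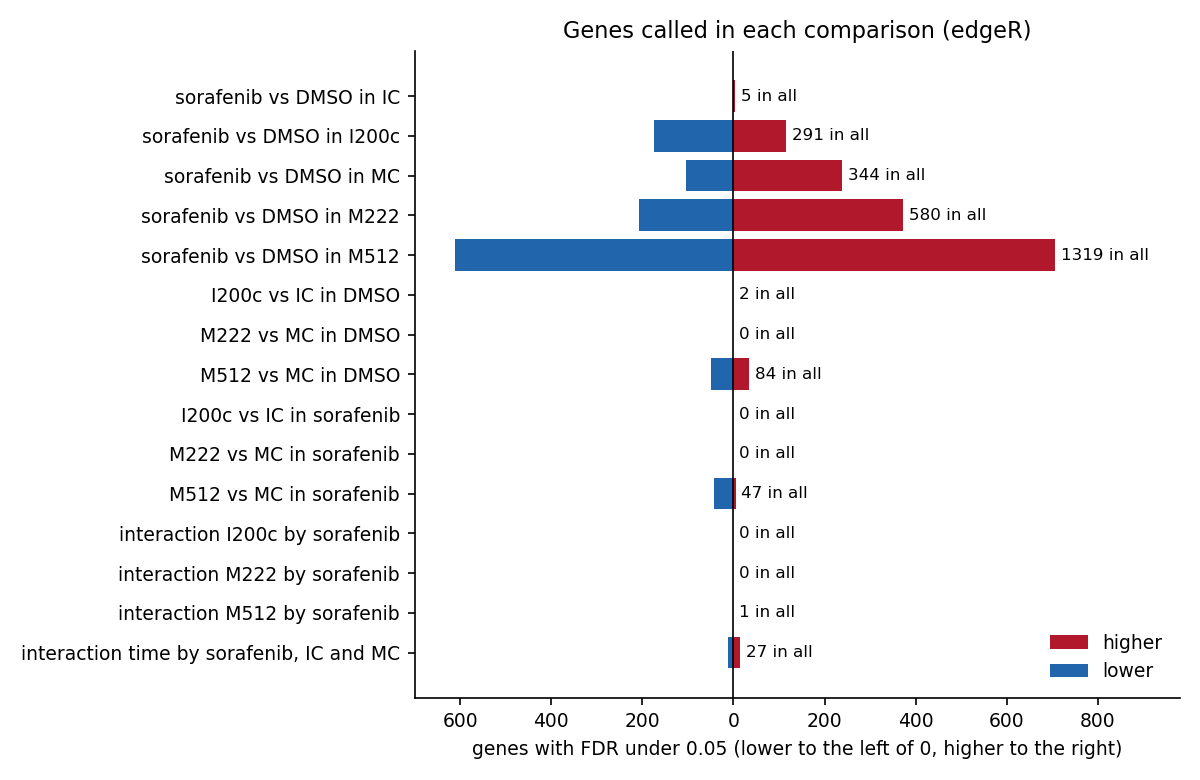
Number of genes with an adjusted p under 0.05 in each of the 15 comparisons (edgeR, Benjamini-Hochberg), with genes higher in the first-named group, or with a positive interaction, to the right of 0 and the others to the left. Sorafenib in M512 gave 1319 genes, against 344 in MC and 5 in IC, and the 3 interactions of oligonucleotide and sorafenib gave 0, 0 and 1.

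In IC, the rule for named genes gave MT1X (ENSG00000187193, chromosome 16, 56682470 to 56684196) and SOS1 (ENSG00000115904, chromosome 2, 38962206 to 39124345). MT1X rose from 144.5 ± 76.4 to 459.9 ± 156 CPM (SD, n = 3; log2 fold change 1.67, SE 0.29), with all 3 sorafenib libraries above all 3 DMSO libraries (edgeR, Benjamini-Hochberg adjusted p 0.0385). SOS1 fell from 130.8 ± 15.6 to 54.73 ± 17 CPM (log2 fold change -1.26, SE 0.19, edgeR with Benjamini-Hochberg adjusted p 0.0193). The other genes called in IC were MT2A (log2 fold change 1.28), MT1F (1.33) and MT1E (1.07), named because they complete the 5, after their values were seen. The call of MT1X was lost in 4 of the 6 fits without 1 library, with an edgeR Benjamini-Hochberg adjusted p up to 0.412 without IC_sorafenib replicate 3. That of SOS1 was lost without IC_DMSO replicate 1 (0.127) and without IC_sorafenib replicate 3 (0.117), edgeR with the same adjustment. The metallothioneins are close copies of each other and their reads may be split among copies, so values of single members are uncertain.

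In I200c, MT1B (ENSG00000169688, chromosome 16, 56651886 to 56653204) had 0 counts in all 3 DMSO libraries and was at least 78.4-fold higher with sorafenib (37.61 ± 8.57 CPM, n = 3; edgeR, Benjamini-Hochberg adjusted p 0.000209). CYP1A1 (ENSG00000140465, chromosome 15, 74719542 to 74725536) fell from 72.52 ± 11.4 to 1.358 ± 1.07 CPM (log2 fold change -5.69, SE 0.53, edgeR with Benjamini-Hochberg adjusted p 2.1e-06). In IC, CYP1A1 was at 50.67 ± 18.8 CPM in DMSO and 10.46 ± 6.64 CPM in sorafenib.

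At 24 h, the small nuclear RNA gene RNU5B-1 (ENSG00000200156, chromosome 15, 65304677 to 65304792) rose in MC from 0.829 ± 0.152 to 22.5 ± 17.5 CPM (n = 3; log2 fold change 4.72, SE 0.76, edgeR with Benjamini-Hochberg adjusted p 0.000833). In M222 it was at least 14.6-fold higher with sorafenib (10.16 ± 3.21 CPM). The mitochondrial transfer RNA gene MT-TP (ENSG00000210196, mitochondrial genome, 15956 to 16023) fell in M222 from 52.59 ± 46.0 to 4.393 ± 3.83 CPM (log2 fold change -3.66, SE 0.73, edgeR with Benjamini-Hochberg adjusted p 0.00452) and in MC from 24.7 ± 15.6 to 3.657 ± 3.26 CPM (-2.82). Its call in MC was lost without MC_DMSO replicate 1 (edgeR, Benjamini-Hochberg adjusted p 0.167) and in 3 other fits of 6. Both genes give short RNAs outside the polyadenylated messages these libraries are made for, so their values are uncertain. In M512, MT1B had at most 3 counts in DMSO and was at least 395-fold higher with sorafenib (197.8 ± 72.0 CPM). LOX (ENSG00000113083, chromosome 5, 122063195 to 122078413) fell from 9.443 ± 0.743 to 0.3025 ± 0.369 CPM (log2 fold change -4.75, SE 1.32, edgeR with Benjamini-Hochberg adjusted p 0.0219), a call that was lost in 5 of 6 fits without 1 library (0.0628 without M512_DMSO replicate 1, edgeR with the same adjustment).

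Each oligonucleotide was compared with its own control under the same treatment, to ask what it changed apart from the drug. In DMSO, I200c differed from IC in 2 genes, both lower (667 at an unadjusted p under 0.05, with 637 by chance), M222 from MC in 0 genes (737, with 662 by chance) and M512 from MC in 84 genes (35 higher, 49 lower). In sorafenib the counts were 0 for I200c (273 at an unadjusted p under 0.05), 0 for M222 (800) and 47 for M512 (5 higher, 42 lower). DESeq2 moved M512 in DMSO to 235 genes, and the absence of a filter moved it most, to 292. With the replicate number as a block, M222 differed from MC in 3 genes in DMSO and in 7 genes in sorafenib. A single library decided several of these counts. M222 differed from MC in 26 genes in DMSO without M222_DMSO replicate 2, and in 28 genes in sorafenib without M222_sorafenib replicate 2. M512 differed from MC in 18 genes in DMSO without MC_DMSO replicate 3, and in 18 genes in sorafenib without MC_sorafenib replicate 3. I200c differed from IC in DMSO in 0 genes in 5 of 6 fits and in 7 without IC_DMSO replicate 3.

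The 2 genes lower in I200c in DMSO were metallothioneins. MT1E (ENSG00000169715, chromosome 16, 56625475 to 56627112) was at 484.7 ± 31.2 CPM in I200c_DMSO and 1085 ± 306 CPM in IC_DMSO (n = 3; log2 fold change -1.16, SE 0.18, edgeR with Benjamini-Hochberg adjusted p 0.0233). It lost its call in 5 of the 6 fits without 1 library, with 0.118 without IC_DMSO replicate 2 (edgeR, same adjustment). MT1B had 0 counts in each I200c_DMSO library, against 16.22, 36.33 and 0 CPM in the IC_DMSO replicates. Its mean was at least 37.4-fold lower in I200c_DMSO, with the third IC_DMSO library also at 0.

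IGFBP1 (ENSG00000146678, chromosome 7, 45888360 to 45893660) was the gene with the largest rise in M512 against MC in DMSO. Its level was 530.6 ± 31.3 CPM in M512_DMSO and 35.0 ± 12.4 CPM in MC_DMSO (n = 3; log2 fold change 3.93, SE 0.41, edgeR with Benjamini-Hochberg adjusted p 1e-05), with each M512 library above each MC library. UBD (ENSG00000213886, chromosome 6, 29555515 to 29559732) fell most, from 50.09 ± 11.5 to 4.432 ± 2.06 CPM (log2 fold change -3.48, SE 0.42). In sorafenib, ZFAND2A (ENSG00000178381, chromosome 7, 1152071 to 1160759) was higher in M512 (180.0 ± 23.6 CPM) than in MC (75.9 ± 5.55 CPM; log2 fold change 1.25, SE 0.23, edgeR with Benjamini-Hochberg adjusted p 0.00988) and lost its call without MC_sorafenib replicate 3 (0.0686, edgeR with the same adjustment). BICC1 (ENSG00000122870, chromosome 10, 58512872 to 58831435) was lower (1.947 ± 0.982 against 11.6 ± 4.57 CPM; log2 fold change -2.60, SE 0.53), and lost its call in 4 of 6 such fits (edgeR, Benjamini-Hochberg adjusted p 0.0868 without M512_sorafenib replicate 3).

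The mimics share the MC libraries, so chance values are shared between their contrasts. In DMSO, 0 genes were called with the same sign for both mimics, which had to be so because M222 alone called 0. The 20 simulations of unchanged mimic groups also gave 0, with 0 calls for either mimic, so these counts do not test sharing. The correlation of the 2 sets of log2 fold changes across genes was 0.414, below the 0.474 to 0.526 that the simulations gave without any effect. Of the genes, 65.6% had the same sign, against 66.0% to 68.0% in the simulations. Without the filter on low counts there were 14 shared calls, with DESeq2 9, and with the replicate block 1.

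Whether sorafenib acted differently with an oligonucleotide than with its control was tested as an interaction. It gave 0 genes for I200c (413 at an unadjusted p under 0.05, with 637 by chance), 0 for M222 (260, with 662 by chance) and 1 for M512 (667, with 662 by chance). Without IC_DMSO replicate 3 the interaction of I200c gave 8 genes. The absence of a filter gave the most, with 19 genes for I200c, 2 for M222 and 28 for M512, and DESeq2 gave 1, 1 and 13. In data simulated with a log2 interaction of 1.5, 57% of the changed genes were recovered at 6 h and 35.5% at 24 h, so effects of that size can be missed, above all at 24 h. The single gene was IGFBP1 (interaction -3.71, SE 0.53, edgeR with Benjamini-Hochberg adjusted p 0.00423). Sorafenib took it from 530.6 to 44.97 ± 16.3 CPM in M512, while in MC it was at 35.0 CPM in DMSO and 38.97 ± 28.0 CPM in sorafenib (22.48, 71.28 and 23.16 CPM by replicate). Its interaction stayed between -4.03 and -2.94, the latter without MC_sorafenib replicate 2, and was called in all 12 fits that left out 1 library.

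**Figure D3:**
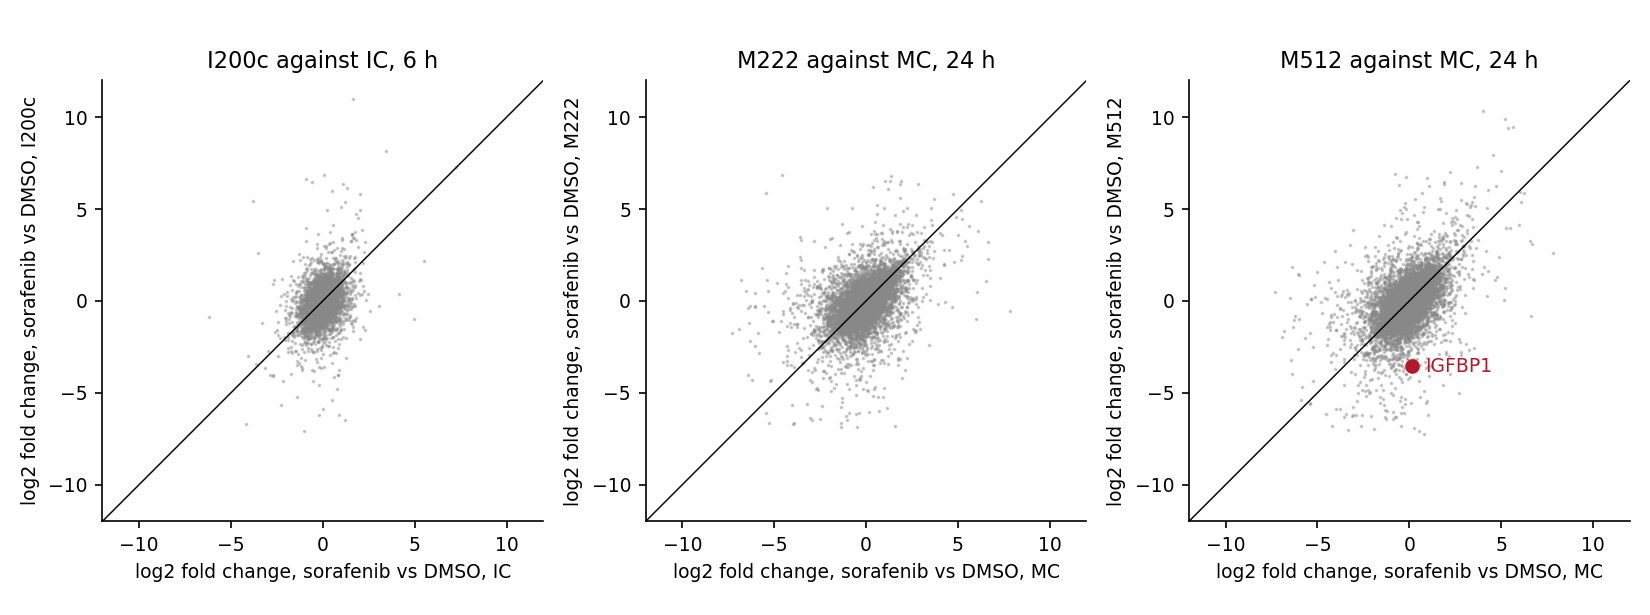
Log2 fold change of sorafenib against DMSO for each gene in the control transfection (horizontal) and with the oligonucleotide (vertical), 1 point per gene, with the line of equal effects; genes with an interaction at an adjusted p under 0.05 are in red. IGFBP1, in M512, is the only one, and the correlations across genes passing the count cut-off were 0.54 (I200c), 0.754 (M222) and 0.688 (M512).

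The study took genes changed with an oligonucleotide and not in its control as possible targets, without stating the contrast; sorafenib against DMSO is assumed here. By the cut-offs on mean count and fold change, 730 genes rose with sorafenib in I200c and not in IC, 853 fell in M222 and not in MC, and 1166 fell in M512 and not in MC. In both arms, 131, 869 and 883 genes passed. Of the genes in the oligonucleotide arm alone, 71.8% (95% Wilson interval 68.4% to 74.9%), 80.1% (77.3% to 82.6%) and 71.7% (69.0% to 74.2%) had the same sign in the control arm. In 20 simulations with no interaction, that share was 69.5% to 75.3%, 69.1% to 73.7% and 69.5% to 75.3%, so the M222 value lay above its simulations and the others within theirs. These simulations are a rough guide, since sorafenib called 240 to 363 genes in their IC arm and 1110 to 1242 in their MC arm, more than in the data. Past the interaction test, adjusted over all genes, were 0 of the 730 (13.8% of them at an unadjusted p under 0.05), 0 of the 853 (5.51%) and 1 of the 1166 (17.3%), which was IGFBP1. Without MC_sorafenib replicate 2 that last count was 0, and it was 2 without MC_DMSO replicate 1 or MC_sorafenib replicate 3. The absence of a filter moved it most, to 11. When both arms also had to pass the adjusted p, 99, 157 and 509 genes were in the oligonucleotide arm alone, of which 0, 0 and 1 passed the interaction. Genes past the fold change in the control without a call there count as alone. Few genes were called in the controls (5 in IC, 344 in MC), so these numbers do not show a lack of response there.

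The genes named in the study's text were chosen by the study on these samples, so their values are not independent evidence. SNAI1 was reported as higher with all 3 oligonucleotides, while the lists of M222 and M512 otherwise hold mainly genes reported as lower. For I200c, 10 of 12 were tested; CDH6 and ZEB2 had too few counts. In the sorafenib contrast 7 of 10 passed over all genes (6 higher, with SLC7A11 lower at -1.25) and 9 of 10 when adjusted over the list alone (8 higher, 1 lower), and in the interaction 0 passed over all genes and 3 when adjusted over the list alone (5 at an unadjusted p under 0.05). In I200c against IC in DMSO, 9 of the 10 were lower, of which 1 passed over all genes (MT1B) and 3 when adjusted over the list alone. ZEB1 was not called in that contrast (log2 fold change 0.16, SE 0.26, edgeR with Benjamini-Hochberg adjusted p 0.991). For M222, 4 of 23 tested genes passed the sorafenib contrast over all genes (3 lower, SNAI1 higher) and 10 when adjusted over the list alone (8 lower, SNAI1 and UGP2 higher), and 0 passed the interaction either way (2 at an unadjusted p under 0.05). For M512, the counts were 5 of 21 (5 lower) and 11 (10 lower, GSR higher), and the interaction gave 0 over all genes and 1 when adjusted over the list alone, APOM (log2 interaction -1.29, edgeR with Benjamini-Hochberg adjusted p 0.179 over all genes and 0.00142 over the list). Against the control of the same treatment, 18 of the 23 genes of M222 and 21 of the 21 of M512 were higher in DMSO, and 6 of the 23 and 10 of the 21 in sorafenib. In DMSO, 0 genes of the M222 list passed over all genes (1 at an unadjusted p under 0.05) and 1 of the M512 list, APOM (10). For I200c, 5 of the 10 were lower in sorafenib. The median log2 difference in DMSO was 0.21 for the M222 list, 0.49 for M512 and -0.34 for I200c. Over all genes in the oligonucleotide arm alone it was 0.20, 0.27 and -0.34, and in the simulations without interaction 0.28 to 0.35, 0.29 to 0.37 and -0.28 to -0.21, so some difference in DMSO comes with the selection. Medians of lists this short vary more than those of all such genes and are not compared with these ranges. Without IC_DMSO replicate 3, 2 listed genes passed the interaction over all genes.

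Gene sets were tested to ask which functions moved. Of the 110 pairs of set and contrast, 30 passed camera, 16 passed fry and 13 passed camera with an estimated correlation. The calls that held under all of these were metallothioneins higher with sorafenib in all 5 transfections, cholesterol synthesis lower and stress and unfolded protein response genes higher in MC, M222 and M512. The 9 tested metallothioneins were all higher in each, with a median log2 fold change of 1.51 in IC, 3.25 in I200c, 2.54 in MC, 2.52 in M222 and 3.26 in M512. MT1B, at its floor in DMSO in I200c and M512, is 1 of the 9 and does not set the median. Cholesterol genes had medians of -0.84 in MC, -0.58 in M222 and -0.54 in M512, with 19 of 20 lower in each. The stress response rose by 1.35 (18 of 19 higher), 1.61 (17 of 19) and 1.26 (16 of 19). NRF2 targets were higher in MC, M222 and M512 under camera and fry (medians 0.22, 0.30 and 0.36) and not under an estimated correlation. The shift of all genes with total counts, given above, is smaller than each of these medians. Genes encoded in mitochondrial DNA passed camera in 6 contrasts, mitochondrial ribosomal proteins in 2 and G2/M in 1, of which 0, 1 and 0 passed fry. The first were lower with sorafenib in I200c and M222 and in their interactions, and higher in DMSO against their controls. In DMSO, mitochondrial ribosomal proteins were higher in M222 (median 0.18, 60 of 80) and M512 (0.17, 57 of 80) than in MC. Only M512 passed fry. In M512 the set was called neither with sorafenib (0.07, 46 of 80 higher) nor in the interaction (-0.02). The study described several such proteins as lower with that mimic. G2/M was higher in M222 than MC in DMSO. Camera also called the stress response higher with sorafenib in IC and I200c (medians 0.13 and 0.09) and lower in I200c against IC in DMSO (-0.27), and NRF2 targets higher in M512 against MC in DMSO (0.24). None of these 4 passed fry or camera with an estimated correlation. Complex I, autophagy and interferon passed camera in 0 contrasts, with 2, 1 and 0 at an unadjusted p under 0.05. Fry also gave 1 call for interferon, lower in MC. In I200c against IC in DMSO, all 9 metallothioneins were lower (median -1.61, Benjamini-Hochberg adjusted p 0.0323 by camera with an estimated correlation and 0.0781 by fry, on limma).

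The family was summed, so that reads moved between its counted members do not matter. Reads in pseudogene copies, or left out of counting for matching several copies, would stay out of the sum. By this sum, metallothioneins held 4277 ± 1680 CPM in IC_DMSO and 1863 ± 83.7 CPM in I200c_DMSO (n = 3). The log2 ratio was -1.20, with a two-sided exact permutation p of 0.1, the smallest that 3 against 3 can give. In sorafenib the totals were 10260 ± 1920 and 10550 ± 605 CPM (exact permutation p 0.8). The 6 ratios of this kind had an exact permutation p of 0.1 to 1, so none can pass after adjustment.

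**Figure D4:**
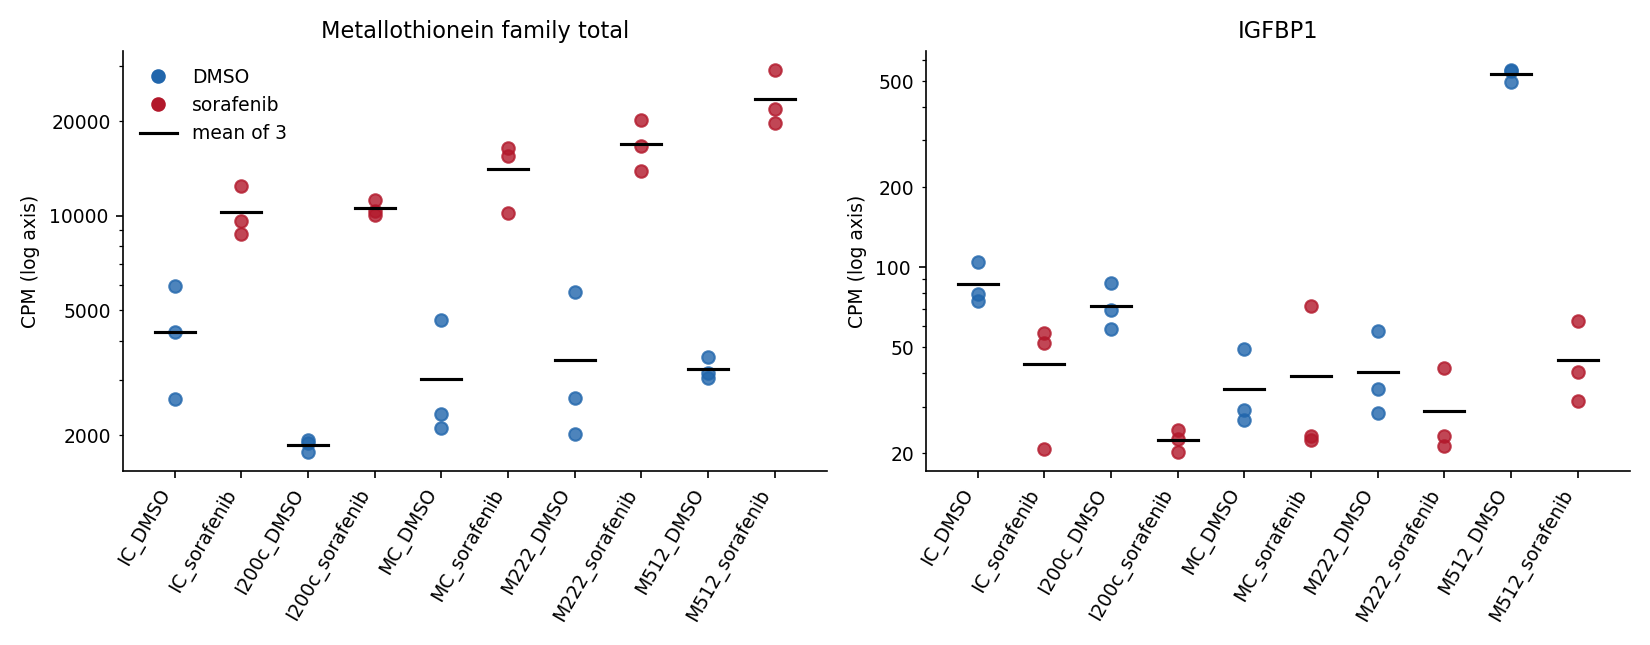
Total of the metallothionein family (left) and level of IGFBP1 (right) in CPM on a log axis, 1 point per library, with the mean of 3 replicates as a line; blue is DMSO and red sorafenib. Each sorafenib library lies above each DMSO library of its transfection on the left, and IGFBP1 in M512_DMSO (530.6 CPM on average) lies above every other group.

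The last comparison asked whether the effect of sorafenib differed between 24 h and 6 h in the transfection controls. It gave 27 genes of 12500 tested (15 higher at 24 h, 12 lower; 1709 at an unadjusted p under 0.05, with 625 by chance). The kind of control oligonucleotide changed together with time, so the effects of time and oligonucleotide cannot be told apart. The count was 0 without IC_DMSO replicate 3 and 284 without MC_sorafenib replicate 2, and 386 without a filter on low counts. SLC7A11 (ENSG00000151012, chromosome 4, 138164097 to 138242349) had the largest positive difference (3.16, SE 0.54, edgeR with Benjamini-Hochberg adjusted p 0.0253). It was at 12.84 ± 6.96 and 94.2 ± 35.6 CPM in MC, and 29.49 ± 6.31 and 24.71 ± 11.6 CPM in IC, in DMSO and sorafenib. KLB (ENSG00000134962, chromosome 4, 39406930 to 39451533) had the largest negative one (-2.81, SE 0.46, edgeR with Benjamini-Hochberg adjusted p 0.0253), at 181.8 ± 44.9 and 32.98 ± 20.2 CPM in MC and 54.24 ± 12.4 and 66.98 ± 5.19 CPM in IC. Both calls were lost in 8 of the 12 fits without 1 library, with 0.109 without MC_sorafenib replicate 3 (edgeR, Benjamini-Hochberg adjusted p).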

Values the study reported

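The study reported that it selected genes with a base mean above 30 and a log2 fold change beyond 0.5. In its miRNA profiling of HepG2 cells treated with sorafenib, it gave a fold change of 2.145 (p = 0.031) for miR-200c-3p at 6 h, of 0.189 (p = 0.020) for miR-222-5p at 24 h and of 0.465 (p = 0.035) for miR-512-3p at 24 h.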

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

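All tests in this part were chosen after the result they bear on was seen. The results below were singled out because an effect of sorafenib differed between a pair of transfections or time points by a test of the difference itself.

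The interaction of M512 and sorafenib on IGFBP1 was -3.71 on the log2 scale: sorafenib lowered the gene with the miR-512-3p mimic, where its level in DMSO was 530.6 CPM, and was not called with the mimic control. In MC_sorafenib the replicates were at 22.48, 71.28 and 23.16 CPM, so the mean there (38.97 CPM, against 35.0 CPM in MC_DMSO) rests on replicate 2, a library that may hold reads of others. Without it the interaction was -2.94, and IGFBP1 was no longer a gene of the M512 arm alone. A single library is not the source, since the call held in 12 of the 12 fits that each left out 1. Library scaling is not either, since total counts alone gave -3.80. Of 50 drawn regroupings of the 12 libraries, the real one included, 6 gave at least 1 call. The other 5 gave 1, 26, 1, 76 and 3 calls, each with all labels of transfection exchanged within 1 treatment. In 3 of them (1, 76 and 3 calls) the effects of the mimic under both treatments are then added, and in the others (26 and 1 calls) they are subtracted with unequal weight. Part of the effect of the mimic therefore enters each of these counts, and how large a part was not tested. Other regroupings with such an exchange gave 0 calls, as did every one without it apart from the real one. All of these place libraries with and without the mimic in the same group. The regroupings therefore do not decide whether a single call is chance. What stays open is that the mimic raises IGFBP1 and sorafenib removes that rise. That is a hypothesis from the same data.

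The effect of sorafenib differed between 24 h in MC and 6 h in IC for 27 genes. Of 50 drawn regroupings, the real one included, 4 gave as many, and the other 3 gave 37, 104 and 40. Those with 104 and 40 exchange all sorafenib labels at 1 time, and that with 37 leaves 1 time as it was, so part of the effect of the drug enters each of them, how large a part was not tested. Other regroupings of these kinds gave 0, 9 or 17 calls, and those of neither kind gave 0. The count of regroupings therefore does not decide whether the 27 are chance. Time and kind of control oligonucleotide cannot be told apart, because 0 control oligonucleotides were used at both times. A candidate explanation for the low count is reads of other libraries in replicate 2 of MC_sorafenib: without that library, 284 genes were called. The count was 0 without IC_DMSO replicate 3, so a rise is not what leaving out any library gives. Other control libraries with a shift towards other groups, described below, went both ways. The count rose without MC_DMSO replicate 2, and fell without replicates 1 and 2 of IC_DMSO and of IC_sorafenib. Such a shift in a library thus does not by itself tell which way the count moves. A biological effect of exposure time also stays open, untested apart from the oligonucleotide.

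The metallothioneins responded more to sorafenib in I200c than in IC, with a median interaction of 1.71 over 9 members, all of them positive. The family total gave an interaction of 1.24, so reads moved between the counted members, which a sum removes, are not the whole source. Reads in pseudogene copies, or left out of counting for matching several copies, would stay out of the sum and are not excluded. The preset correlation of camera is not the whole source either: with the correlation estimated, the Benjamini-Hochberg adjusted p of limma's camera was 0.0398, while fry gave 0.119. A candidate explanation is reads of other libraries in IC_DMSO. If the shift of other genes in those libraries stands for a share of foreign reads, their family total is predicted at 4934 CPM on average, against 4277 CPM observed and 1863 CPM in I200c_DMSO. By replicate, the prediction was 6075, 6864 and 1863 CPM, and 4278, 5952 and 2601 CPM were observed. The miR-200c-3p inhibitor remains possible as well: it is the group's own treatment, and no value here excludes it.

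Genes encoded in mitochondrial DNA had a lower response to sorafenib in I200c than in IC (median interaction -0.25, 26 of 31 lower) and in M222 than in MC (median -0.36, 25 of 31 lower). Metallothioneins had a higher one in M512 than in MC (median 0.72, 8 of 9 higher). These rest on the preset correlation. With the correlation estimated, the Benjamini-Hochberg adjusted p of limma's camera was 0.478, 0.478 and 0.533. Genes of 1 genome transcribed together, and copies of 1 family, move together from library to library, so the preset correlation could alone be the source. In I200c_DMSO, replicate 2 held 26.8% mitochondrial counts, against 19.9% and 18.2% in replicates 1 and 3, so that library could also enter the value of I200c. No biological difference was shown.

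Over all pairs of set and contrast, 30 passed camera. Of 40 drawn regroupings, the real one included, 6 gave as many, and the 39 others gave between 5 and 41 pairs. Such regroupings mix drug and DMSO libraries, so they keep part of the drug effect, and the count of pairs by itself says little about any set.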

How the results depend on the processing

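Counts of called genes depended on the processing, as did the balance of higher and lower genes on the scaling, and all alternatives named here were chosen in advance except DESeq2 on the libraries of 1 transfection, which was chosen after seeing the data. Of the alternatives that did not leave out a library, 173 kept a comparison's value on its side, 54 moved it by more than 1.5 times and 7 reversed it. For named genes 116 kept the call and 7 lost it, with no change of sign. Median-ratio factors moved 0 of these values. The study cut-offs as a further threshold moved 0 counts by more than 1.5 times.

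Total counts in place of TMM gave 4 genes for I200c against IC in DMSO and 91 for M512 against MC in sorafenib (3 higher, 88 lower). For the latter contrast the median of all genes moved by -0.12, which accounts for more genes on the lower side. For sorafenib in M512 and MC the number of calls stayed within 1.5 times, while the genes higher went from 707 to 462 of the calls in M512 and from 239 to 174 in MC, and those lower from 612 to 1081 and from 105 to 173.

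Without the filter on low counts, more genes were tested and the counts rose. Sorafenib called 62 genes in IC, 519 in I200c and 684 in MC. Against the control in DMSO there were 32 genes for I200c, 47 for M222 and 292 for M512, and in sorafenib 7, 46 and 169. The interactions gave 19 genes for I200c, 2 for M222, 28 for M512 and 386 for time. Of the genes in 1 arm alone, 1 passed the interaction for I200c and 11 for M512. The study lists gave 2 genes in the interactions, and the mimics shared 14 calls. The statistic of the miR-200c-3p site in sorafenib was -0.23. The cause was not tested. With genes of a mean normalised count over 30 that statistic was -0.46, and no other comparison moved.

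DESeq2 gave larger counts for nearly all comparisons with calls. Sorafenib called 34 genes in IC, 482 in I200c, 714 in MC and 1018 in M222. Against the control, there were 4 genes for I200c, 34 for M222 and 235 for M512 in DMSO, and 26 for M222 and 227 for M512 in sorafenib. The interactions gave 1, 1 and 13 genes, and time gave 216. Of the genes in M512 alone 6 passed the interaction, 1 gene of the study lists passed, and the mimics shared 9 calls. The miR-200c-3p site in sorafenib had -0.43. DESeq2 on the 6 libraries of each transfection called 47 genes in IC, 705 in MC and 1018 in M222, and stayed within 1.5 times in I200c (251) and M512 (1467). The cause was not tested.

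With only the groups of a contrast in the fit, fewer libraries set the spread. Sorafenib then called 0 genes in IC, 113 in I200c and 218 in MC. I200c against IC in DMSO gave 0 genes, M512 against MC 165 in DMSO and 0 in sorafenib, and the miR-200c-3p site in sorafenib -0.84. The calls of MT1X and SOS1 in IC, MT1E in I200c against IC, and ZFAND2A and BICC1 in M512 against MC were lost, with edgeR Benjamini-Hochberg adjusted p of 0.0505 to 0.302. With the 9 DMSO libraries of 24 h alone, the mimics shared 1 call.

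With the replicate number as a block, sorafenib called 2 genes in IC. Against the control, I200c gave 0 genes in DMSO, M222 gave 3 in DMSO and 7 in sorafenib, and M512 gave 89 in sorafenib. The effect of time gave 11 genes and the mimics shared 1 call. For M222 against MC in DMSO, the comparison in which replicate numbers went together, the block changed no other call, the site of miR-222-5p included (-8.96). Elsewhere no pair of groups had r over 0.1 at every number. Replicate 2 of MC_DMSO, MC_sorafenib, M222_DMSO and M222_sorafenib still shared a shift towards other groups, described below. For MC_sorafenib and M222_sorafenib r was 0.208 at number 2, and 0.066 and -0.01 at numbers 1 and 3. The 7 genes with the block for M222 against MC in sorafenib therefore stand beside the 0 without it. Over all 63 pairs, those of M222 and MC in DMSO included, r was over 0.1 in 12. The block took the edgeR Benjamini-Hochberg adjusted p of MT1X in IC to 0.0921 and of MT1E in I200c against IC to 0.0574.

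Without adjustment for UTR length and GC share, the site of miR-200c-3p had 0.48 in DMSO and -3.60 in sorafenib, and with the number of sites in place of presence 0.08 in DMSO. These values lie on both sides of 0 and none passed 0.05. Both mimic sites stayed negative and past the threshold under every alternative run and every library left out. Of the pairs of set and contrast, 30 passed camera, 16 fry and 13 camera with an estimated correlation.

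Leaving out 1 library at a time moved 61 comparison values by more than 1.5 times, reversed 8 and left 216 alike. Sorafenib in IC called from 0 to 17 genes over 6 fits: 0 without IC_DMSO replicate 1 or IC_sorafenib replicate 3, 17 without IC_DMSO replicate 2, 2 without IC_DMSO replicate 3 and 1 without IC_sorafenib replicate 1. In I200c the range was 129 to 503, with 144 without I200c_sorafenib replicate 1, 129 without replicate 2 and 503 without I200c_DMSO replicate 2. In MC it was 112 to 602, with 132 and 112 without MC_DMSO replicates 1 and 3, and 134, 602 and 116 without MC_sorafenib replicates 1, 2 and 3. In M222 it was 204 to 734, with 307 and 204 without M222_DMSO replicates 1 and 3, and 221 and 267 without M222_sorafenib replicates 1 and 3. In M512 it was 760 to 1232, with 798, 760 and 786 without M512_DMSO replicates 1, 2 and 3.

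Against the control in DMSO, I200c gave from 0 to 7 genes, with 7 without IC_DMSO replicate 3 and 0 without each other library. M222 gave from 0 to 26, with 26 without M222_DMSO replicate 2. M512 gave from 18 to 44, each of the 6 fits below the 84 of all libraries: 42, 44 and 18 without MC_DMSO replicates 1, 2 and 3, and 24, 22 and 19 without M512_DMSO replicates 1, 2 and 3. In sorafenib, I200c gave from 0 to 2 genes (2 without IC_sorafenib replicate 3), M222 from 0 to 28 (28 without M222_sorafenib replicate 2, 7 without MC_sorafenib replicate 2) and M512 from 18 to 48 (27 and 18 without MC_sorafenib replicates 1 and 3, 22 without M512_sorafenib replicate 1).

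The interactions gave from 0 to 8 genes for I200c (8 without IC_DMSO replicate 3, 1 without IC_sorafenib replicate 3 or I200c_sorafenib replicate 2), from 0 to 0 for M222 (260 genes at an unadjusted p under 0.05 with all libraries) and from 1 to 3 for M512 (3 without MC_DMSO replicate 1, 2 without MC_DMSO replicate 3 or MC_sorafenib replicate 3). Time gave from 0 to 284: 284 without MC_sorafenib replicate 2, 175 without MC_DMSO replicate 2, 16 without MC_sorafenib replicate 1, 13 without IC_sorafenib replicate 3, 3 and 2 without IC_DMSO replicates 1 and 2, and 0 without each of the other libraries. Of the genes in 1 arm alone, 0 passed the interaction in each fit for I200c and M222, and from 0 to 2 for M512 (0 without MC_sorafenib replicate 2, 2 without MC_DMSO replicate 1 or MC_sorafenib replicate 3). The study lists gave from 0 to 2 genes in the interactions (2 without IC_DMSO replicate 3) and from 12 to 17 in the sorafenib contrasts (16 with all libraries). The mimics shared 0 calls in each of 9 fits. Pairs of set and contrast past camera ranged from 26 to 38.

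The site of miR-200c-3p ranged from -0.30 to 1.17 in DMSO and from -2.27 to 2.36 in sorafenib, that of miR-222-5p from -8.50 to -6.83 and from -8.71 to -6.57, and that of miR-512-3p from -4.79 to -3.44 and from -6.27 to -3.25. Named genes kept their call in 85 such fits and lost it in 41, again with no change of sign. The calls of CYP1A1 and MT1B in I200c, RNU5B-1 in MC and M222, MT-TP in M222, MT1B in M512, and IGFBP1 and UBD in M512 against MC held in each of their fits.

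Depth limits the lowest levels most. MT1B and RNU5B-1 were at or under the 3 counts of the floor in the groups where only a lower bound is given, and LOX had at most 6 counts in M512_sorafenib. With 3 replicates, a fit without 1 library has 2 in that group, so a call lost there says little by itself.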

Other observations

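All tests in this part were chosen after the result they bear on was seen. For each comparison of 3 against 3 libraries, the 10 splits of the 6 libraries were refitted. The real split was 1 of 10 with as many calls for sorafenib in IC, 1 of 10 in I200c, 1 of 10 in MC, 1 of 10 in M222 and 1 of 10 in M512. It was also 1 of 10 for I200c against IC in DMSO and for M512 against MC in DMSO and in sorafenib. Where the real split had 0 calls, all 10 of 10 had as many: M222 against MC in DMSO and in sorafenib, and I200c against IC in sorafenib (737, 800 and 273 genes at an unadjusted p under 0.05). The seed statistics of both mimics in DMSO and in sorafenib had 1 of 10 splits as large in absolute value, that of miR-200c-3p 7 of 10 in DMSO and 10 of 10 in sorafenib. A share under 0.1 cannot be reached with 10 splits, so these counts cannot set the groups apart from chance at 0.05. For the interactions of I200c and M222, and for their genes in 1 arm alone past the interaction, 0 were seen, so all 200 of 200 splits had as many (413 and 260 genes at an unadjusted p under 0.05). For the calls shared by the mimics, also 0, this holds for 840 of 840. Of 50 drawn regroupings, 4 had at least 1 M512-only gene past the interaction, the real one included; the others exchange all labels of transfection within 1 treatment, so part of the effect of the mimic enters them and they decide little.

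Several libraries lay between their own group and the other groups. For each of 18 libraries of IC, MC and M222, the shift from its reference towards the mean of other groups was measured on 356 genes that respond to sorafenib in M512 and on 109 to 120 genes that the miR-512-3p mimic changes. The reference was the other 2 replicates, or for IC the I200c group of the same treatment. Libraries of I200c and M512 were not measured, so a shift in them is not excluded. In 8 libraries both 95% bootstrap intervals over genes (1000 resamples) lay above 0. By the sorafenib genes the shift was 0.26 and 0.46 in IC_DMSO replicates 1 and 2, 0.41 and 0.49 in IC_sorafenib replicates 1 and 2, and 0.32, 0.81, 0.47 and 0.51 in replicate 2 of MC_DMSO, MC_sorafenib, M222_DMSO and M222_sorafenib. By the mimic genes it was 0.48, 0.57, 0.43, 0.42, 0.66, 0.75, 0.75 and 0.66 in the same order. A weaker response to sorafenib does not account for it, since 4 of the 8 are DMSO libraries, which had none to lose. Library size does not either: a reference thinned to the same total had a shift of at most 0.01. Single genes show the same. CYP1A1 was at 12.61, 12.24, 14.23 and 10.93 CPM in replicate 2 of the 4 groups of MC and M222 and at most 1.764 CPM in their replicates 1 and 3. MT1B was at 22.8 and 34.46 CPM in replicate 2 of MC_DMSO and M222_DMSO and at most 0.43 CPM in their other replicates. A candidate explanation is reads of other libraries of the series in these 8, from the exchange of RNA, of indexed molecules or of reads. The paper states that the libraries carried unique dual indices, which bears on an exchange of indexed molecules. Whether it rules out such an exchange was not tested. For IC, whose reference is I200c, an effect of the inhibitor on these genes is not excluded. The labels give no pools or dates to test it by, no biological explanation was tested, and the shifts are not measured shares of foreign reads. Among the libraries not measured, M512_sorafenib replicate 3 stood apart from its group. The chi-square per degree of freedom was 49.4 and 66.2 against replicates 1 and 2, and 29.6 between those. Mitochondrial ribosomal RNA held 8.98% of its counts, against 13.58% and 13.31%. Whether it holds reads of other libraries was not tested, and M512 also set the genes used here.

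Such reads could also bear on the contrast of IC with I200c, where sorafenib called 5 and 291 genes. Library size alone does not account for it, since I200c libraries thinned to the totals of IC still gave 270 to 310 calls over 10 draws. With the same libraries mixed with reads of the other groups at the shifts of IC by the mimic genes, and thinned, the median over 10 draws was 2 calls (0 to 7). Reads of other libraries in IC, if their share is as large as these shifts, could thus hide an effect of sorafenib at 6 h. The shifts are measured from I200c itself, so another cause of a difference between IC and I200c would enter them too. The interaction found 0 genes that differ (413 at an unadjusted p under 0.05). If the IC libraries are mixed, genes changed in I200c and not in IC do not show an effect of the inhibitor.

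Libraries with low totals had more genes detected at a common depth of 3000000 counts. Pearson's r was -0.786 over the 12 libraries of 6 h (permutation p 0.0039, Benjamini-Hochberg adjusted 0.0059; Spearman's rho -0.79, permutation p 0.0033; -0.733 without the 2 libraries farthest from the median total). It was -0.628 over the 18 libraries of 24 h (permutation p 0.0059, adjusted 0.0059; rho -0.637, permutation p 0.0055; -0.491 without the 2 farthest). Within groups r was -0.224 at 6 h and -0.663 at 24 h, so at 6 h the relation lies mostly between groups. No explanation was tested, and reads of other libraries, which bring in their genes, are 1 candidate.

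The number of genes in an oligonucleotide arm alone was set against 20 simulations with the observed effects of transfection and drug and no interaction. For M222 the 853 genes lay within the simulated 824 to 939, and 19 of 20 gave as many. For I200c (730 against 654 to 720) and M512 (1166 against 886 to 1000), 0 of 20 did. Other values of the data lay outside the simulations, most of all the calls of sorafenib in the control arm: 240 to 363 in IC, where 5 were observed, and 1110 to 1242 in MC, where 344 were. Genes in both arms numbered 131, 869 and 883 for I200c, M222 and M512, against 272 to 318, 994 to 1070 and 997 to 1087. The correlation of the arms was 0.54, 0.754 and 0.688, against 0.554 to 0.579, 0.708 to 0.734 and 0.705 to 0.735. In M222, 80.1% of the genes in 1 arm alone had the same sign in the control, against 69.1% to 73.7%. Data and simulations differ too much for the counts to decide whether noise around the cut-offs with no interaction accounts for the genes of any of the 3 arms. The simulations gave both arms the same effect of the drug and each library the same spread, and which of these makes the difference was not tested.

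Whether these genes carry the seed site was tested with Fisher's exact test on 3 lists. Unlike the seed statistics, these tests were not adjusted for UTR length and GC share. Of the M512-only genes, 30.6% had the site of miR-512-3p against 24.6% of other genes passing the count cut-off (odds ratio 1.35, Fisher's exact p 2.4e-05, Benjamini-Hochberg adjusted 7.2e-05). The odds ratio was 0.96 for M222 (Fisher's exact p 0.771) and 0.78 for I200c (Fisher's exact p 0.0177, adjusted 0.0266). The value of 0.96 goes against direct targets of the mimic as a large part of the M222-only genes. For M512, genes with the site also fell with sorafenib without any mimic (seed statistic -4.31 in MC, empirical p 0.00371, against -4.83 in M512), which could account for the excess. The statistic of the interaction was -1.56 (empirical p 0.25). That leaves open whether direct targets add to it, and UTR length or GC share could also enter the odds ratios. These explanations cannot be told apart for these genes.

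At 24 h, sorafenib raised the share of mitochondrial ribosomal RNA in the counts by 4 percentage points (exact permutation p within transfections 0.00075, Benjamini-Hochberg adjusted 0.0015). The share of mitochondrial messenger RNA changed by -3.53 points (exact permutation p 0.00025, the smallest these arrangements can give; adjusted 0.001), so a larger mitochondrial share of the RNA is not the source. At 6 h the changes were 0.28 (exact permutation p 0.67) and -1.37 points (0.065, exact permutation). MT-RNR2 rose by 0.63 in MC (edgeR, Benjamini-Hochberg adjusted p 0.106), 1.00 in M222 (0.00586) and 1.16 in M512 (0.000759), while MT-RNR1 was called in none of them (-0.09, -0.13 and 0.48, with adjusted p of 0.911, 0.846 and 0.309). MT-RNR2 has near-identical copies in the nuclear genome and its RNA is not a usual template of these libraries, so no biological explanation was tested.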
